# Metastable Differentially Methylated Regions within Arabidopsis Inbred Populations Are Associated with Modified Expression of Non-Coding Transcripts

**DOI:** 10.1371/journal.pone.0045242

**Published:** 2012-09-20

**Authors:** Ericka R. Havecker, Laura M. Wallbridge, Paola Fedito, Thomas J. Hardcastle, David C. Baulcombe

## Abstract

Individual plants within a population may vary at both genetic and epigenetic levels. The rate of genetic divergence and its underlying mechanisms is well understood. Less is known about the factors contributing to epigenetic divergence among isogenic populations except that, despite the presence of mechanisms that faithfully maintain epigenetic marks, epigenetic differences are more frequent than genetic variation. Epigenetically divergent stretches of isogenic DNA sequence are called epialleles. Currently, it is not clear why certain regions exhibit variable epigenetic status. We identified and characterised two long RNA transcripts with altered expression and DNA methylation in an *ago5* mutant. However, further investigation revealed that these changes were not dependent upon AGO5. Rather, the variable transcription of these loci in *Arabidopsis* mutant and wild-type populations corresponds to spontaneous differential methylated regions (DMRs) or epialleles. These two DMRs are delineated by RNAs which are highly expressed when the DMR is hypomethylated. Furthermore, they control the expression of 5′ transcriptional start site mRNA variants of nearby protein coding genes. Our data support the recent observations that meiotically stable DMRs exist within inbred populations. We further demonstrate that DMR boundaries can be defined by putative non-coding promoter-associated transcripts.

## Introduction

Epigenetic information is stored through chemical modification of DNA and its associated histones [1], [2]. These modifications may be targeted to the appropriate genomic regions through an ancient mechanism in eukaryotes in which small RNA (sRNA) molecules are the specificity determinant. The sRNAs are associated with proteins that cause DNA or chromatin to be epigenetically modified and, in many instances, transcriptionally silent [3], [4]. Paradoxically, transcription of RNAs (likely through non-coding RNAs) is required for this transcriptional silencing process [5], [6], [7].

In *Arabidopsis thaliana*, the sRNAs associated with epigenetic modification and transcriptional gene silencing (TGS) are 24 nt long [8]. The 24 nt RNA silencing pathway involves a POL IV complex in which the largest subunit is NRPD1. POLIV transcribes a non-coding RNA that is made double-stranded (ds) by RNA-dependent RNA polymerase 2 (RDR2). This dsRNA is then cleaved into 23–24 nt sRNAs by Dicer-like 3 (DCL3). The 24 nt sRNA duplexes associate with an Argonaute (typically AGO4) and target it to non-coding RNA scaffold transcripts produced either by a POLV complex in which the largest subunit is NRPE1 [5], [6], [7], [9] or by POL II [10]. Targeting of the scaffold transcripts by AGO4 leads to recruitment of the DNA methyltransferase DRM2 and *de novo* cytosine methylation [9]. This process is referred to as RNA-directed DNA methylation (RdDM).

Once initiated, RdDM can be maintained through DNA replication independently of these RNA silencing components if the methylated cytosine is in a symmetrical context. The DNA methyltransferase MET1 maintains CpG methylation while CMT3 maintains CpHpG methylation [11]. However, for maintenance of methylated cytosine residues in an asymmetric context and, in some instances, at CpHpG motifs, the POLIV/POLV 24 nt sRNA silencing pathway is required [11].

The gain or loss of methylated cytosines [12] generates epialleles or differentially methylated regions (DMRs). Epialleles are phenotypically distinct if the change is in or close to a coding or regulatory locus [13], [14], [15], [16] and, together with changes in DNA sequence, they contribute to the heritable variation between members of populations. Stable epialleles can be generated by inbreeding of *met1* or *ddm1* mutants in which CpG methylation is defective [17], [18], [19]. Epialleles can also occur spontaneously [12]. Such epigenetic changes in *A. thaliana* are much more frequently than changes in DNA sequence [20], [21].

In this study, we identified two long RNAs that were mis-regulated in an *ago5* mutant. Mis-regulation of these loci in the *ago5* line was associated with differential DNA methylation. However, these RNAs were not mis-regulated because of a loss of AGO5. Instead they correspond to meiotically stable DMRs or epialleles that exist in random SALK populations and amongst natural *A. thaliana* ecotypes as well as in other RNA silencing mutants. Methylation maintenance at these loci is controlled by MET1 independently of RNA silencing. The epigenetic status of these DMRs affected their associated non-coding RNAs as well as specific mRNA variants of nearby protein coding genes.

Our results confirm two recent studies indicating that genetically identical individuals from a single population can be epigenetically divergent and that the epigenetic status of *A. thaliana* populations can change in relatively short time periods [20], [21]. Furthermore, our characterization of these two DMRs suggests that transcripts in promoter regions may promote epiallele formation. Our findings are relevant to understanding heritable variation in plant populations, and they also carry a cautionary message for those using mutants to investigate epigenetic effects: detailed controls should be used to differentiate spontaneous epigenetic changes from those due to any mutant in the machinery of epigenetics.

## Results

### Identification of Differentially Methylated Regions in the DNA of RNA Silencing Mutants

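Long RNA was measured by EST tag sequencing (Illumina digital gene expression) in mixed stage inflorescence tissue of Col-0 and of *ago5-2*, a T-DNA insertion mutant of *AGO5* (At2g27880) in the Col-0 background, with 2 libraries per genotype. In this method polyA RNA is converted to cDNA, cut with NlaIII, which recognizes CATG, and a short tag next to a cut site is cloned and sequenced, so that each tag stands for 1 cut site of a transcript. The authors deposited, for each library, the number of reads of each distinct tag that aligned to the genome, without normalization, positions or gene names. Col-0 replicates 1 and 2 held 6172732 and 4698394 reads on 148557 and 159786 distinct tags, and *ago5-2* replicates 1 and 2 held 6663473 and 5852085 reads on 241278 and 185009 distinct tags. Between 98.2% and 98.7% of the reads were of 17 or 18 bases. Each tag was matched without mismatches to the TAIR10.1 genome, and between 97.1% and 97.5% of the reads had a match right after a CATG. Between 92.1% and 92.5% of the reads matched an annotated gene on its sense strand. Tags with at least 10 counts over the 4 libraries were compared with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. The paper ranked the tags with baySeq, which was not used here. The longest read was of 28 bases in both replicate 2 libraries and of 36 and 37 bases in the replicate 1 libraries. Tag counts of libraries with the same replicate number lay closer to each other than to the other library of their genotype (Pearson's r across 60539 tags on the log2 scale of 0.79 and 0.77, against 0.12 within Col-0 and 0.51 within *ago5-2*; tags are not independent replicates). For this reason values are given for each library, and comparisons also within each replicate number. A count of up to 3 is treated as the limit of detection, which is between 0.450 and 0.639 RPM depending on the library; this covers counting error only, because no molecular identifiers are described. *AGO5* itself, on chromosome 2 from 11871378 to 11876989, served as a check of the labels. Tags that match *AGO5* on its sense strand and no other gene summed to 138 and 90 counts in Col-0 and to 4 and 0 counts in *ago5-2*, a log2 fold change of -6.07 (standard error 1.30), and *AGO5* ranked 1 of 21515 genes by p-value. Its adjusted p was 1.00 in edgeR's quasi-likelihood test and 0.0126 in DESeq2's Wald test, with a range from 0.0126 to 1.00 over the alternatives tried. Without *ago5-2* replicate 1, the only mutant library with *AGO5* counts, the log2 fold change was -9.95.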

The initial aim of our study was to assign a biological role to AGO5 by analysis of long RNA transcripts that are mis-regulated in *ago5* mutants. However, there was no overlap between the top 200 mis-regulated transcripts (Figure S1A) and AGO5 associated sRNAs (data not shown). To investigate this mis-regulation we analyzed in detail the two loci with the largest RNA abundance changes in *ago5-2* compared with Col-0.

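Small RNAs (sRNAs) of mixed stage inflorescence tissue were sequenced from 3 libraries, 1 each of RNA that was immunoprecipitated (IP) with an antibody to AGO5 from Col-0, total sRNA of Col-0 and total sRNA of *ago5-2*. With 1 library of each kind there are no replicates, and differences between the libraries were not tested. The authors deposited the number of reads of each distinct sequence that aligned to the genome, without normalization. The AGO5 IP held 349945 reads on 6330 sequences of 15 to 28 bases, Col-0 total sRNA 409999 reads on 2697 sequences and *ago5-2* total sRNA 121119 reads on 2107 sequences. Each sequence was matched without mismatches to TAIR10.1, and up to 200 positions were kept for a sequence. By counting error alone, a count of 0 allows up to 8.57 RPM in the AGO5 IP, 7.32 in Col-0 total sRNA and 24.8 in *ago5-2* total sRNA. The 3 libraries were cloned with different versions of the sRNA kit according to their labels. Reads of 24 bases made up 73.3% of the AGO5 IP (95% Wilson interval 73.1% to 73.4%), 28.6% of Col-0 total sRNA (28.5% to 28.8%) and 18.2% of *ago5-2* total sRNA (18.0% to 18.5%). Counted as distinct sequences in place of reads, the shares were 32.1%, 29.8% and 34.2%.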

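The paper's Table S1 lists 200 EST tags, of which 190 are present in the EST tag libraries and the other 10 have no position in that table. Of the 190 tags, 1 shared at least 1 base with a sequence of the AGO5 IP on either strand, a share of 0.526% (95% Wilson interval 0.0930% to 2.92%). In 10000 random lists of 190 tags matched on mean count, the median was 0 overlapping tags and the 97.5th percentile was 1. The overlapping tag, CCTATTTTGGTATGCCA, matches only AT5G35490, on the forward strand of chromosome 5 from 13690413 to 13690429 (TAIR10.1), and had 0 counts in both Col-0 libraries and 22 and 15 counts in the *ago5-2* libraries. The sRNA is CCTATTTTGGTATGCCAATCAAC, with 46 reads in the AGO5 IP and 1 genome match, and starts at the same base. The number of overlapping tags rose most, to 9, when an sRNA anywhere inside the annotated gene of the tag was counted, where the random lists had a median of 5 and a 97.5th percentile of 10. With sRNAs within 200 bases of the tag it was 5, above the 97.5th percentile of 4 of the random lists.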

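Of the 356266 distinct tags in the 4 libraries, 159091 had at least 10 counts and were tested. No tag passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 707 tags had an unadjusted p under 0.05, of which 504 were higher and 203 lower in *ago5-2*. By chance 7955 tags would have such a p if the test were calibrated. Far fewer were found, so the test was conservative here, and its lack of calls is weak evidence against changes. The common dispersion of the tag counts, edgeR's measure of the variance between the libraries of a genotype, was 1.66. Among the alternatives, a fit with the replicate number as a term moved the result most. It called 4 tags, 2 higher and 2 lower in *ago5-2*, namely TCATAGGAGCAAAGAACA and TCATAGGAGCAAAGAAC with log2 fold changes of 7.11 and 7.01, AGGGACTAATAGCTTGG with -7.74 and TAAATCTGCCCGGGATC with -10.32. The same 4 tags were among the 5 with the smallest p without that term. Summed over tags that match 1 gene on its sense strand, 21515 genes were tested. Without the replicate number as a term, edgeR's quasi-likelihood test called none. It gave 79 genes an unadjusted p under 0.05, of which 49 were higher and 30 lower in *ago5-2*. With that term, 608 genes had such a p, 341 higher and 267 lower, and 1, *AGO5*, was called. For tags, 1170 had such a p with that term, 838 higher and 332 lower. DESeq2's Wald test and edgeR's exact test also called *AGO5* alone among the genes. The median log2 fold change of all tested tags was 0.20 after TMM scaling, -0.10 with DESeq2's size factors in edgeR, 0.16 with library totals and 0.64 with the replicate number as a term, so changes of that size are not interpreted. Of the 190 Table S1 tags in the libraries, 183 were higher and 7 lower in *ago5-2*, and 180 of the higher tags had 0 counts in both Col-0 libraries and between 11 and 39 counts in each *ago5-2* library. Examples are CAAAAGATTTATTTGCA in coding exons of both *GH9B9* and *GH9B10*, at position 3 of Table S1, with 29 counts in each *ago5-2* library, at least 7.98-fold higher than in Col-0, and ACGATACAACAACAATGC in the coding exon of AT1G04660, at position 4, with 26 and 25 counts, at least 7.04-fold higher. Lower in *ago5-2*, with 0 counts in both of its libraries, were TATATAAGAAGATAAGAT in the 3′ UTR of *PAP1* (AT3G16500), at position 24, with 34 and 22 counts in Col-0, at least 11.8-fold lower, and AAATAAATTAAAAAGAA, which has 10 genome matches, at position 51, with 27 counts in each Col-0 library, at least 10.9-fold lower. These bounds cover counting error only, and not loss of low tags from a library. Of 20207 tags with 10 to 40 counts in both *ago5-2* libraries, 26.8% and 13.6% were at 0 in Col-0 replicates 1 and 2. Of 8107 tags with such counts in both Col-0 libraries, 1.02% and 9.52% were at 0 in *ago5-2* replicates 1 and 2. Of the Table S1 tags, 33 were among the 200 with the smallest p in edgeR's test.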

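In an un-annotated stretch of the forward strand of chromosome 1, beside *ILA* (AT1G64790), the EST tag TCATAGGAGCAAAGAAC had 1 and 9 counts in the Col-0 libraries and 633 and 626 counts in the *ago5-2* libraries. It matches the TAIR10.1 genome at 1 position, 24082515 to 24082531, right after a CATG, in the sequence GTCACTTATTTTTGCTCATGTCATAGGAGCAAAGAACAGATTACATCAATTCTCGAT. The annotation has no gene on this strand at the tag. On the opposite strand the tag lies in an intron of the *ILA* transcript that starts at 24083428, upstream of the *ILA* transcripts that start at 24082183 and 24082093. A short gene on the forward strand, AT1G64795, is annotated from 24082579 to 24082848, after the end of the tag. In TMM scaled CPM, the tag was at 0.800 ± 0.800 (SD, n = 2) in Col-0 and 101 ± 24.6 (SD, n = 2) in *ago5-2*, a log2 fold change of 6.90 (standard error 1.92, adjusted p = 1.00 from edgeR's quasi-likelihood test) and rank 4 of 159091 tags by p-value. The log2 fold change lay between 6.38 and 7.01 over the alternatives, with adjusted p from 5.47e-08 to 1, and between 6.11 and 8.61 with each library left out in turn, the highest without Col-0 replicate 2. The tag with 1 more base, TCATAGGAGCAAAGAACA, had 15 and 0 counts in Col-0 and 936 and 595 in *ago5-2*. All tags with 1 genome match on the forward strand between 24082094 and 24083593 summed to 17 and 9 counts in Col-0 and 1574 and 1221 in *ago5-2*. Within replicate number 1 the log2 ratio of these sums was 6.16, and within replicate number 2 it was 6.82.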

The RNA with the largest change was more abundant in *ago5-2* than in Col-0 and was derived from an un-annotated region near Chr1∶24080015 (this transcript was renamed *RITA* for RNA In The Antisense orientation) (Figure S1B). The tag with the second largest abundance change was, in contrast, reduced in *ago5-2*, and matched *Methionine Responding Down 1* (*MRD1*/*At1g53480*), a transcript described to be down-regulated in mutant *mto1* [22] that over-accumulates soluble methionine (Figure S1B).

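The *MRD1* tag AGGGACTAATAGCTTGG had 363 and 232 counts in Col-0 and 1 and 2 counts in *ago5-2*. Both *ago5-2* libraries are at or under the limit of 3 counts, so the tag was at least 126-fold lower in *ago5-2*. It was lower within replicate number 1 as well as within replicate number 2, and ranked 2 of 159091 tags by p-value (unadjusted p = 3.37e-04, adjusted p = 1.00 from edgeR's quasi-likelihood test, with a range from 3.60e-07 to 1 over the alternatives). Its rank lay between 1 and 3 over the alternatives in the test, the scaling and the filter. The tag with 1 more base, AGGGACTAATAGCTTGGA, had 92 and 62 counts in Col-0 and 0 in both *ago5-2* libraries. At *MRD1* the tag lies on the reverse strand of chromosome 1 from 19963346 to 19963362 (TAIR10.1), in the 3′ UTR, in the sequence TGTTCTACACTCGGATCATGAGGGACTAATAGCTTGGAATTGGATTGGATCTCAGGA. It also matches 2 other positions without mismatches. The paper analysed *RITA* and *MRD1* as the loci with the largest abundance changes and went on to compare their DNA methylation with their RNA levels.

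**Figure D1:**
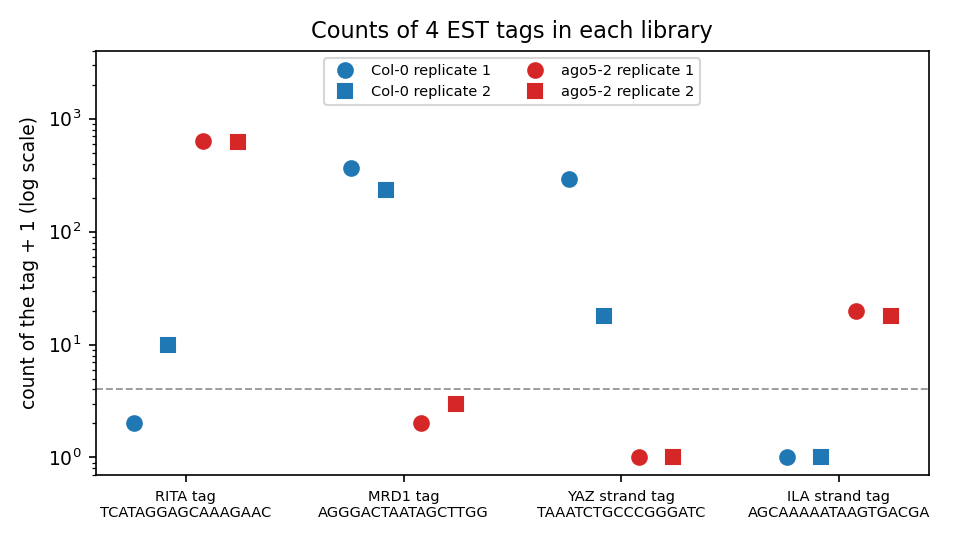
Count of the tags TCATAGGAGCAAAGAAC (*RITA*), AGGGACTAATAGCTTGG (*MRD1*), TAAATCTGCCCGGGATC (strand of *YAZ*, At1g53490) and AGCAAAAATAAGTGACGA (strand of *ILA*) plus 1 on a log axis. Each point is 1 library, blue for Col-0, red for *ago5-2*, circles for replicate 1 and squares for replicate 2, and the dashed line marks 3 counts. The *RITA* tag sits at 633 and 626 counts in *ago5-2* and the *MRD1* tag at 363 and 232 counts in Col-0.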

To find out whether the change in methylation and transcription at *RITA* and *MRD1* is linked to RdDM we analyzed these loci in *ago4-3* as well as in Col-0, *ago5-2*. An McrBC assay indicated a loss of DNA methylation in *ago5-2* and *ago4-3* at *RITA* and an increase in methylation at *MRD1* relative to Col-0 (Figure S1C). In these assays, high levels of DNA methylation corresponded to low RNA abundance. We also assessed the transcriptional and methylation status of these loci in other RNA silencing mutants in: *AGO1*, *AGO2*, *AGO3*, *AGO4*, *AGO5*, *AGO6*, *AGO7*, *AGO8*, *AGO9*, *AGO10*, *RDR1*, *RDR2*, *RDR6*, *SGS3*, *DCL4*, *AtTEX1*, *SDE5*, *DCL1*, *JMJ14*, *NRPD1*, *NRPE1*, and *DCL3*.

At *RITA* there was loss of DNA methylation in plants lacking *DCL4*, *DCL3*, *RDR2*, *AGO4*, *AGO7*, *AGO5*, *AGO8* and *SDE5* (Figure 1A). As in *ago5-2* and *ago4-3*, there was a negative correlation of long RNA abundance and DNA methylation phenotypes in the different mutants: lower levels of *RITA* DNA methylation corresponded to increased long RNA (Figures 1B). *RITA* (referred to as BT025685) was also previously identified as a non-coding RNA increased in *hyl1*, but not in *dcl1* or *serrate* [23], suggesting other RNA silencing proteins might affect its epigenetic status.

**Figure 1:**
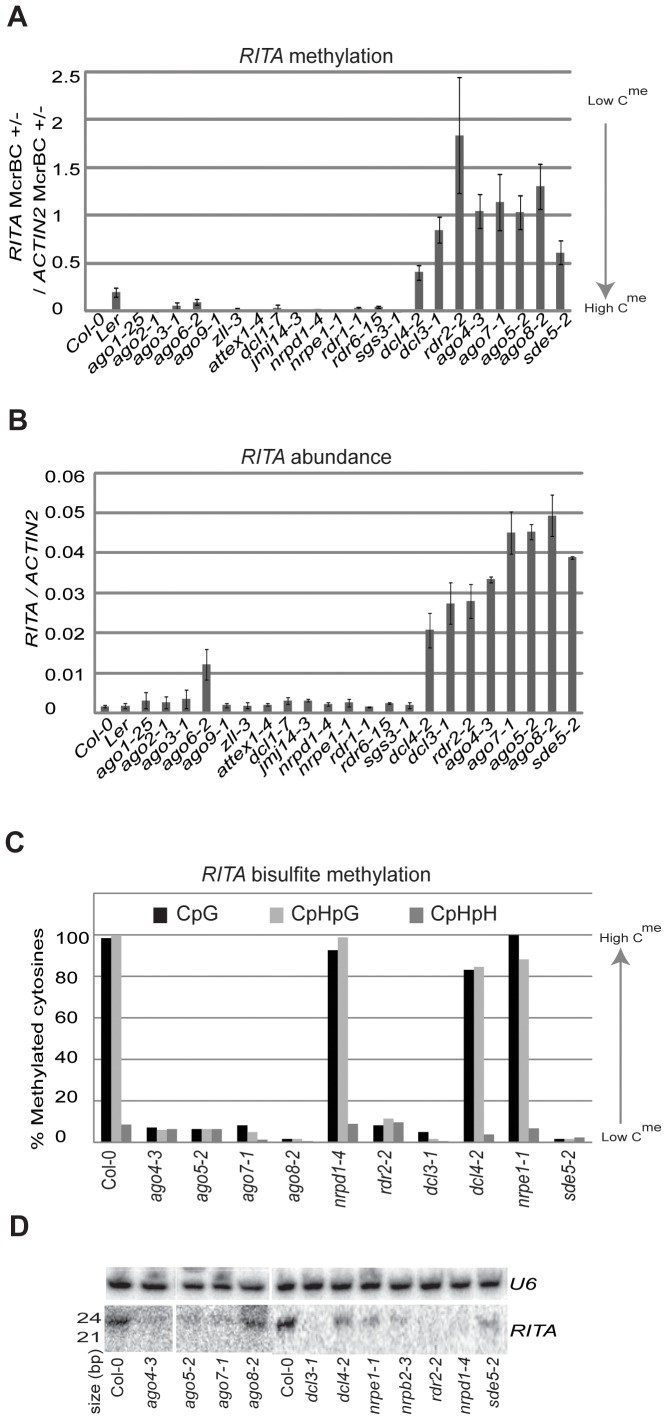
*RITA* characterization. (**a**) Methylation of *RITA* in seedlings as estimated by McrBC digestion in a panel of mutants. (**b**) *RITA* transcript abundance in seedling in a panel of mutants. (**c**) Bisulfite sequencing of *RITA*. Y-axis indicates percent of methylated cytosines. (**d**) sRNA northern blot using *RITA* probe. *U6* is a loading control.

However the DNA methylation changes did not have either of two hallmarks of RdDM. First the bisulfite DNA sequencing of *RITA* in Col-0, *ago5-2, ago4-3*, *nrpd1-4*, *nrpe1-1*, *rdr2-2*, *dcl3-1*, *dcl4-2*, *ago8-2*, *ago7-1* and *sde5-2* confirmed hypomethylation but only at cytosine residues in CpG and CpHpG contexts (Figure 1C). Second there was no correlation of DNA methylation with 24 nt sRNAs. These RNAs were absent in *nrpd1-4* in which there was no loss of DNA methylation and in *rdr2-2* and *dcl3-1* in which there was. These sRNAs were also reduced in other mutants but without correlation to the DNA methylation status at *RITA* (Figure 1D). Based on these analyses we conclude that the variable expression of *RITA* is due to spontaneous methylation changes at the DNA of these loci rather than the effects of the individual mutations.

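Not every EST tag of *MRD1* (At1g53480, reverse strand of chromosome 1 from 19963047 to 19964712 in TAIR10.1) is unique to it. The tag AGGGACTAATAGCTTGG also matches the forward strand of chromosome 1 from 10775981 to 10775997, in an exon of AT1G06327, right after a CATG, in the sequence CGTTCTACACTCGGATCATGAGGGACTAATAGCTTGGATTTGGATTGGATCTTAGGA. Its match on the forward strand of chromosome 5 from 726196 to 726212 is in no annotated gene, beyond the end of At5g03090 at 725962, and does not follow a CATG. The tags ATTCAAGGCGTATTAGC and ATTCAAGGCGTATTAGCT match the genome only in the coding exon of *MRD1*, where the first spans 19963639 to 19963655. The first had 42 and 52 counts in Col-0 and 0 and 4 in *ago5-2*, and the second had 5 and 8 counts in Col-0 and 0 in both *ago5-2* libraries. Summed over these tags, *MRD1* was at 12.3 ± 2.29 TMM scaled CPM (SD, n = 2) in Col-0 and 0.359 ± 0.508 (SD, n = 2) in *ago5-2*. The log2 fold change was -5.00 (standard error 1.41, adjusted p = 1.00 from edgeR's quasi-likelihood test, rank 5 of 21515 genes by p-value), and without *ago5-2* replicate 2, which holds all 4 mutant counts, it was -8.87. At5g03090 had 8 and 0 counts in Col-0 and 1 and 0 in *ago5-2*.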

A similar spontaneous change in DNA methylation is also likely to explain the variation at *MRD1.* Two recent studies identified the *MRD1* locus as a variable DMR [20], [21] and in addition to the variation in expression and DNA methylation of this locus in Col-0 and *ago5-2* (Table S1, Figures S1B and S1C) there were inversely correlated changes in other mutants. Thus the *MRD1* DNA was hypomethylated and *MRD1* RNA was abundant in Col-0 and plants mutant for DCL1, JMJ14, NRPD1, NRPE1, RDR2 and AGO3 whereas the DNA was hypermethylated relative to Col-0 (Figure 2A) and RNA was present at a low level in other lines (Figure 2B). Bisulfite sequencing of lines with different *MRD1* states confirmed our McrBC assay and also that DNA methylation changes were at CpG and CpHpG contexts (Figure 2C). Thus, like *RITA*, the RNA abundance of *MRD1* correlated with its epigenetic state (Figure 2B). This correlation, as with *RITA*, was not correlated with sRNA: the *MRD1* 24 nt sRNAs were reduced in plants that were mutant for *NRPD1*, *RDR2*, *DCL3* and *DCL4* (Figure 2D) in which there were variable levels of *MRD1* DNA methylation and RNA.

**Figure 2:**
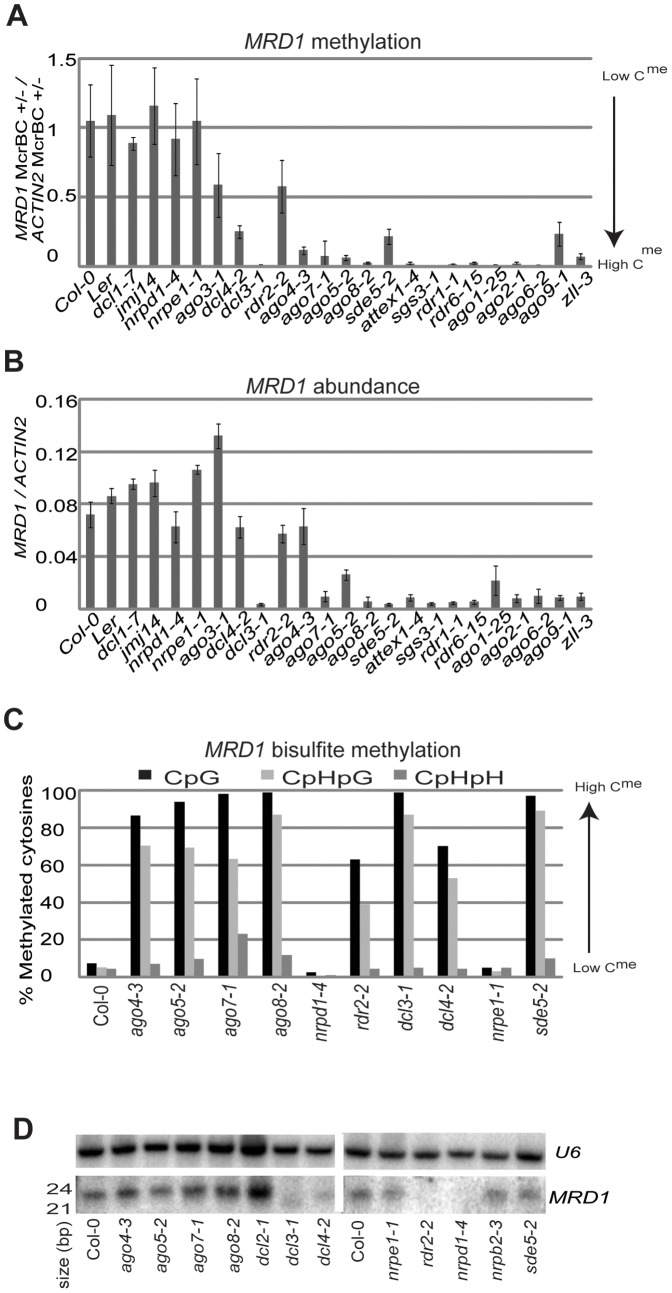
*MRD1* characterization. (**a**) Methylation of *MRD1* in seedlings as estimated by McrBC digestion in a panel of mutants. (**b**) *MRD1* transcript abundance in seedling in a panel of mutants. (**c**) Bisulfite sequencing of *MRD1*. Y-axis indicates percent of methylated cytosines. (**d**) sRNA northern blot using *MRD1* probe. *U6* is a loading control.

### *RITA* and *MRD1* are DMRs Independent of RNA Silencing Proteins

The independence of DNA methylation and sRNA accumulation was further reinforced by the analysis of *RITA* in different alleles of *AGO5*, *SDE5*, *DCL2*, *AGO8* and *POLV*. In all members of an *ago5* allelic series (Figure S2A) there were reduced levels of AGO5 protein relative to Col-0 (Figure S2B) but *RITA* was hypomethylated only in *ago5-2* (Figure 3A). Similarly with alleles of *SDE5*, an RNA silencing protein implicated in the trans-acting sRNA pathway rather than the RdDM pathway [24], [25] there was hypomethylation of *RITA* DNA in *sde5-2, sde5-3*, *sde5-5* and *sde5-7* (Figure 3B) but not *sde5-4* and *sde5-6*. Of these mutants the strongest loss of function, manifested as accelerated juvenile-adult transition in leaves and loss of TAS1, TAS2 and TAS3 transacting sRNAs was in *sde5-3* and *sde5-5* in which there was hypomethylation of *RITA* DNA and in *sde5-6* in which *RITA* DNA was fully methylated (Figure 3C–3D).

**Figure 3:**
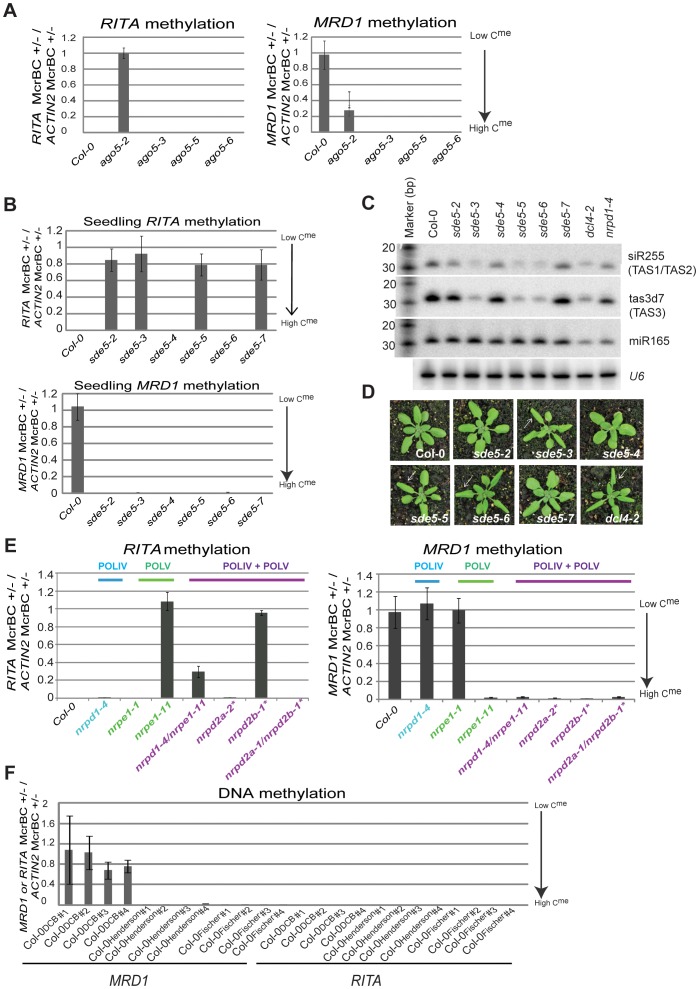
*RITA* and *MRD1* epigenetic statuses in various allelic series. (**a**) Methylation (estimated by McrBC digestion) of *RITA* and *MRD1* in the *AGO5* allelic series. (**b**) McrBC estimation of the methylation levels of *RITA* and *MRD1* in an *SDE5* allelic series. (**c**) sRNA northern blot for *SDE5* allelic series. miR165 and *U6* are loading controls. (**d**) *SDE5* allelic series mutant phenotypes. White arrows highlight accelerated juvenile-adult transition phenotype in leaves. (**e**) Methylation of *RITA* and *MRD1* in seedling RNA polymerase mutant alleles. The lines indicated with a * are also known to be mutants in the POLV complex (NRPE). (**f**) DNA methylation of *RITA* and *MRD1* in Col-0 lines obtained from different lab (denoted by the principal investigator’s surname). #’s refer to individual plants; 4 individuals were assayed per line.

Similarly, we assayed three independent T-DNA insertion mutants of AGO8 exons of which only *ago8-2* showed *RITA* hypomethylation (Figure S3A). All three mutants had inserts in exons and are likely to have lost AGO8 function. Additionally, in a *DCL2* allelic series, a *dcl2-1* line but not *dcl2-2* or *dcl2-3* had hypomethylated *RITA* (Figure S3B). Finally, we assayed two mutant alleles of the largest subunit of POLV (*nrpe1-1* and *nrpe1-11*), the *nrpd1-4 nrpe1-11* double mutant and multiple alleles of *nrpd2a,* the second largest subunit for POLIV and POLV (Figure 3E). As with the other mutants there was no correlation of strong loss of RNA silencing function and the hypomethylated *RITA* DNA.

In a similar analysis of DNA methylation at *MRD1* we tested alleles of *AGO5, SDE5, AGO8, DCL2* and *NRPE1*. Most of these mutants were hypermethylated at *MRD1* relative to Col-0 (Figure 3A–D, Figure S3A-B). However, *MRD1* DNA was hypomethylated in *nrpe1-1* and hypermethylated relative to Col-0 in *nrpe1-11* (Figure 3E). Thus the methylation status of *MRD1* DNA is independent of the RNA silencing machinery.

Combined, these results strongly suggest that *RITA* and *MRD1* are DMRs or epialleles and that the different epigenetic states in RNA silencing mutants are due to spontaneous variation. In support of this hypothesis, *MRD1* (but not *RITA*) was identified as being a variable DMR over 30 generations of of individual lineages [20], [21] and its epigenetic state varied in Col-0 stocks from different labs. This locus is hypomethylated in the Col-0_Baulcombe_ line but hypermethylated in Col-0_Henderson_ and Col-0_Fisher_ lines (Figure 3F). Similarly there was epigenetic variation at both *MRD1* and *RITA* in randomly selected SALK mutant populations and in *A. thaliana* ecotype populations. Fourteen randomly selected SALK lines along with Columbia based ecotypes (Col-0, Col-1, Col-2, Col-4, Col-6) demonstrated variability in the epigenetic status of both *RITA* and *MRD1* (Figure S4A-B).

We did not detect variable methylation of *RITA* DNA in Col-0_Baulcombe_ and in five natural ecotype populations (C24, Kas, Koud, Sha, Ws-0). We were unable to amplify *RITA* with our standard primers in Bay-0 and Na-1 ecotypes suggesting sequence divergence in these lines. By comparison, *MRD1* was hypomethylated in Col-0_Baulcombe_, C24, Koud and Sha ecotypes hypermethylated in Kas, Ws-0, Bay-0 and Na-1 (Figure S4C-D). Thus the DMR at *MRD1* is more variable in natural ecotypes than the DMR at *RITA*.

### DNA Methylation at *RITA* and *MRD1* is Controlled by MET1

Bisulfite sequencing indicated that the levels of CpG and CpHpG DNA methylation can approach 100% at *RITA* and *MRD1* alleles but in *met1-3* methylation is almost completely lost (Figure 4A–B). This result confirms previous data and suggests that, at these loci, MET1 maintains both CpG and CpHpG methylation [26]. Alternatively it could be that direct maintenance of CpG methylation by MET1 is indirectly required for CpHpG methylation.

**Figure 4:**
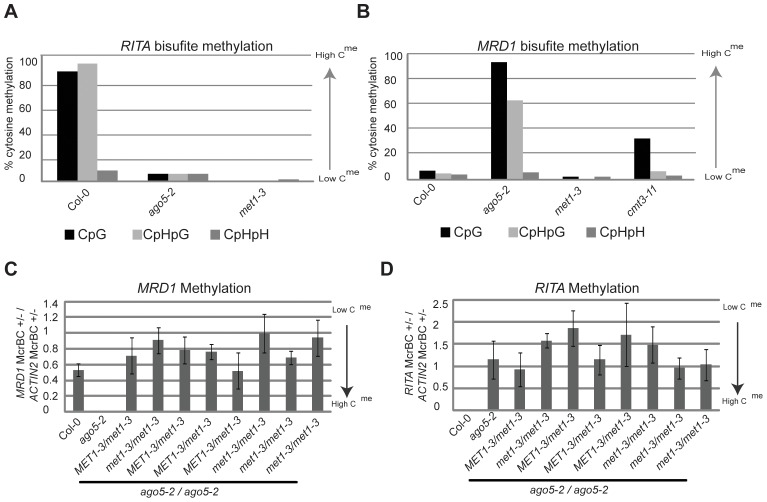
Role of MET1 on DMRs. (**a**) Bisulfite sequencing for *RITA* in *ago5-2* and *met1-3* mutants. (**b**) Bisulfite sequencing for *MRD1* in *ago5-2*, *met1-3* and *cmt3-11* mutants. (**c**) McrBC analysis for *RITA* methylation in *ago5-2*, *met1-3* heterozygotes and *met1-3* heterozygotes and these *met1* mutants combined with *ago5-2*. Each column represents a pool of individuals from separate populations. (**d**) McrBC analysis for *MRD1* methylation in *ago5-2*, *met1-3* heterozygotes and *met1-3* heterozygotes and mutants combined with *ago5-2*. Each column represents a pool of individuals from separate populations.

In order to confirm that MET1 controls the epigenetic status of *MRD1*, we crossed a *met1-3* line with hypomethylated *MRD1* to a line with hypermethylated *MRD1* (*ago5-2*). Three F4 populations were assayed for their MRD1 methylation status in various mutant genotypes. In all 3 populations, the *met1-3/met1-3* plants were hypomethylated at *MRD1* (Figure 4C). Thus, MET1 is likely to be required for maintaining high methylation at *MRD1* epialleles. However, in the *MET1*/*met1-3* genotypes, *MRD1* and *RITA* are similarly hypomethylated, suggesting that MET1 cannot re-establish methylation at these loci by itself. We cannot rule out that a hypermethylated *MRD1* epiallele segregated away in all 3 populations, but the most likely explanation is that MET1 is required for the maintenance of methylation at these loci and an additional factor is involved in remethylation (Figure 4C-D).

### Stable Inheritance of *RITA* and *MRD1*

We assessed the meiotic stability of DNA methylation at *RITA* and *MRD1* by using reciprocal backcrosses between Col-0 and *ago5-2*, and between Col-0 and *ago4-3* in which the parents differed in their epigenetic status of *RITA* and *MRD1*. Without regard to direction of the cross, the McrBC assay indicated the F1 progeny were 50% methylated at *RITA* and *MRD1* (Figure S5A-B). Thus, neither a functional copy of AGO5 nor AGO4 could remethylate *MRD1* and *RITA*. This was in contrast to the canonical POLIV locus *AtSN1,* which was remethylated in F1 progeny of *ago4-3* and Col-0 (Figure S5C).

We hypothesized that 50% methylation in the F1 progeny was an additive effect resulting from inheritance of one methylated and one unmethylated epi-allele from each parent. In order to differentiate the parental alleles for these DMRs, we crossed a line with hypomethylated *RITA* (Col-0-derived *ago5-2*) to a line with hypermethylated *RITA* (Ler with an insert at *RITA* relative to Col-0). The McrBC assay in the F1 progeny allowed us to visualize the methylation status of and differentiate between parental *RITA* alleles. In the F1 progeny of *ago5-2* and Ler, the Ler allele retained methylation whereas *RITA* inherited from *ago5-2* retained its hypomethylated state (Figure S5D). Thus, the epigenetic status of *RITA* is inherited through meiosis.

### DMRs and POL II Transcripts from *RITA* and *MRD1*

The methylation status of *RITA* and *MRD1* DNA may influence transcription of their nearby protein-coding genes as do the epialleles of *FWA* or *SUPERMAN* [14], [27] (Table S1, Figures S1B, 1, 2). To investigate this possibility we used 5′ and 3′ RACE to characterise *RITA* and *MRD1* transcripts in lines with the different epialleles at these loci.

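The EST tags give counts on the strands of both neighbouring genes, *ILA* and At1g53490, which the paper renames *YAZ* and the annotation calls *HEI10*. Tags of *ILA* (AT1G64790, reverse strand of chromosome 1 from 24064822 to 24083428 in TAIR10.1) summed to 535 and 316 counts in Col-0 and 739 and 631 in *ago5-2*, a log2 fold change of 0.35 (standard error 0.58, adjusted p = 1.00 from edgeR's quasi-likelihood test). The log2 ratio of *ago5-2* to Col-0 was 0.15 within replicate number 1 and 0.63 within replicate number 2, so no difference was detectable. On the *ILA* strand inside *RITA*, the tag AGCAAAAATAAGTGACGA, from 24082493 to 24082510, at position 16 of Table S1, had 0 counts in both Col-0 libraries and 19 and 17 in *ago5-2*, at least 5.00-fold higher. That bound covers counting error only. Another tag on this strand, TGTTATTAAATGGATTTA, had 10 counts in Col-0 replicate 2 and 0 in the other libraries. All tags with 1 genome match on the *ILA* strand there summed to 0 and 10 counts in Col-0 and 21 and 22 in *ago5-2*. The log2 ratio of these sums was 5.09 within replicate number 1, with 0 counts in Col-0, and 0.91 within replicate number 2. The tag with 1 base less, TGTTATTAAATGGATTT, matches 2 positions, of which only that in the region searched follows a CATG, and had 9 and 1 counts in Col-0 and 6 and 0 in *ago5-2*. The tag listed in Table S1 starts at the same CATG as the *RITA* tag, on the other strand. All tags on the *ILA* strand at this site summed to 0 counts in both Col-0 libraries and to 21 and 17 in *ago5-2*. They came to 1.36% of those on the *RITA* strand in *ago5-2*. At 3250 other NlaIII sites with at least 1000 counts on 1 strand and no annotated gene on the other, the median share of the opposite strand was 2.08%. On the *YAZ* strand, the tag TAAATCTGCCCGGGATC lies from 19963660 to 19963676, in the 5′ UTR of the longer *YAZ* transcript, in the lncRNA AT1G07887, and opposite the coding exon of *MRD1*. It is at position 56 of Table S1, had 290 and 17 counts in Col-0 and 0 in both *ago5-2* libraries, at least 73.9-fold lower, and had the smallest p of all tags (1.58e-04 unadjusted, adjusted p = 1.00 from the same test, with a range from 1.31e-04 to 1 over the alternatives). Most of its counts came from Col-0 replicate 1, without which the bound falls to 5.39-fold and the fitted log2 fold change moves from -10.71 to -7.12. Tags with 1 genome match on the *YAZ* strand upstream of the start of the shorter transcript at 19965146 summed to 375 and 17 counts in Col-0 and 1 and 0 in *ago5-2*. From there to the end of the longer transcript they summed to 99 and 58 counts in Col-0 and 15 and 9 in *ago5-2*, a log2 ratio of -3.02 within replicate number 1 and -2.81 within replicate number 2. Upstream of that start, TCCTAATAGCATCTACGC matches 3 positions in all, of which only that on the *YAZ* strand follows a CATG. This tag had 23 and 24 counts in Col-0 and 0 and 13 in *ago5-2*. Its log2 ratio was -5.89 within replicate number 1 and -1.05 within replicate number 2.

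**Figure D2:**
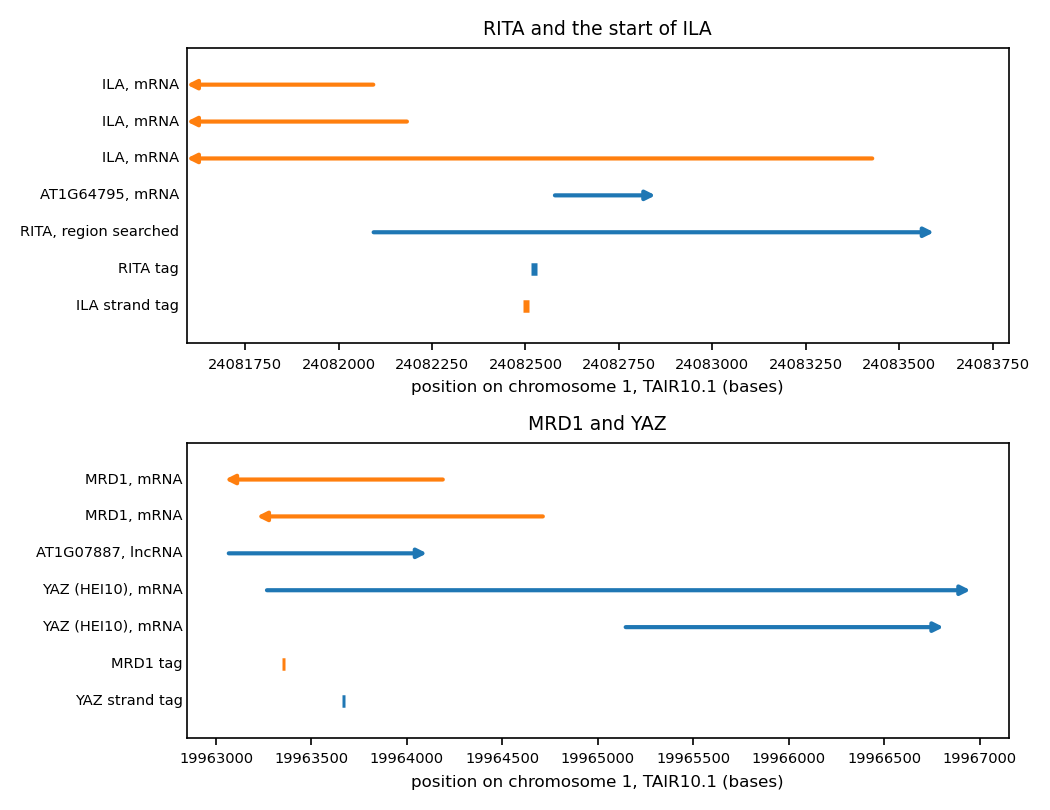
Transcripts annotated in TAIR10.1 and 4 EST tags at *RITA* and *ILA* (top) and at *MRD1* and *YAZ* (bottom), with the position on chromosome 1 in bases on the x axis. Arrows run in the direction of transcription, blue for the forward and orange for the reverse strand, and *ILA* transcripts run on beyond the left edge. The *RITA* tag starts at 24082515 and the *MRD1* tag at 19963346.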

*RITA* generates a 687 base pair (bp) transcript that corresponds to a partial EST clone BT025685 and is divergently transcribed from *ILA* (Figure 5A). Northern analyses confirmed the size of the *RITA* RNA and its increased abundance in lines with hypomethylated *RITA* DNA (*ago4-3* and *ago5-2*) relative to a line in which *RITA* DNA is hypermethylated (*nrpd1-4*) (Figure 5B). Two *ILA* transcripts were identified that differed in their 5′ transcriptional start site (Figure 5A). The longer *ILA* transcript (designated as β-*ILA*) begins within and overlaps *RITA*, while the shorter *ILA* transcript (designated as α-ILA) is separated from *RITA* by 165 bp.

**Figure 5:**
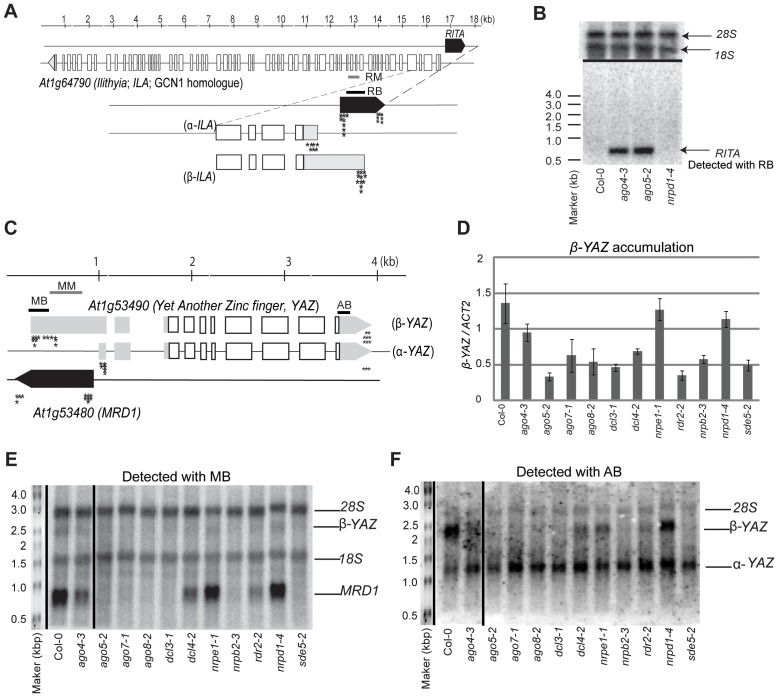
Analysis of *RITA* and *MRD1* locus transcripts. (**a**) Schematic of *RITA/ILA* locus. Stars indicate the location of individual 5′ and 3′ RACE clones. A ruler present is present above to estimate sizes. Open boxes indicate coding regions, gray shading indicated untranslated regions (UTRs) and black shading indicates *RITA* or *MRD1* RNAs. RM is the region assayed by bisulfite sequencing with oligos DBO489 and DBO490. RB is the region covered by McrBC assay using the oligos DBO447 and DBO448. MB was also used to probe the long RNA northern in (b). (**b**) Long RNA northern probed for *RITA*. *18S* and *28S* ribosomal RNAs indicate loading. (**c**) Schematic of *MRD1/YAZ* locus indicating amplicons (MB and AB) used for long RNA northern blot probes. MB was used for the McrBC assay with oligos DBO547 and DBO762. MM refers to the region assayed by bisulfite sequencing with the oligos DBO600 and DBO601. Stars indicate the location of individual 5′ and 3′ RACE clones. A ruler present is present above to estimate sizes. Open boxes indicate coding regions, gray shading indicated UTRs and black shading indicates non-coding RNAs. (**d**) RT-PCR for *β-YAZ* accumulation normalized to *ACT2*. (**e**) Long RNA northern blot with a probe (MB) that detects *β -YAZ* and *MRD1*, along with the non-specific hybridization of *18S* and *28S* ribosomal RNAs. (**f**) Long RNA northern blot with a probe (AB) that detects *β -YAZ* and *α-YAZ*. Loading is shown by *18S* and *28S* ribosomal RNAs in (e).

The *RITA* transcript has two open reading frames (ORFs) encoding short proteins of 12 and 78 amino acids that do not have homologues in the genomes of any sequenced organism. It is likely therefore that *RITA* is a non-coding RNA (Figure S6A). In contrast, *ILA* is a large protein-coding gene required for embryogenesis and plant innate immunity. The encoded protein is likely to be the *Arabidopsis* GCN1 homolog [28], [29].

To determine whether the status of *RITA* influenced the adjacent *ILA* locus, we used nested RT-PCR to assay the combined *α+ β-ILA* transcripts or the *β*-*ILA* transcript alone (Figure S7A). The abundance of the combined *α+ β-ILA RNA* did not differ whether *RITA* was hypo- or hyper-methylated (Figure S7B). However, the *β-ILA* RNA was more abundant than wild type in lines in which *RITA* DNA was hypomethylated (such as in *ago5*-2) (Figure S7B). It is likely therefore that the epigenetic state of *RITA* affects the expression of the overlapping *β-ILA* but not the non-overlapping *a-ILA* transcript.

Gene models for *MRD1* predict an overlap with *At1g53490* encoding an uncharacterized protein predicted to contain a DNA binding domain, which we renamed as *Yet Another Zinc finger* (*YAZ*). Previous reports identifying *MRD1* as a DMR also noted a transcriptional affect on the *At1g53490* gene [20], [21]. However, our RACE characterisation demonstrated that three transcripts are present at the *MRD1/YAZ* locus (Figure 5C). *MRD1* is an intron-less transcript of approximately 1,082 bp [22], whereas *YAZ* is divergently transcribed and has two mRNA variants that arise from different transcriptional start sites. The longer *YAZ* transcript (*β- YAZ*) coincides with the full-length EST clone BX814259 and it overlaps *MRD1* (Figure 5C). The transcriptional start site of the *α-YAZ* RNA is separated from that of *MRD1* by 43 bp.

Three predicted ORFs for the *MRD1* transcript encode peptides of 5 amino acids (ORF1), 32 amino acids (ORF2) and 120 amino acids (ORF3) (Figure S6B). BLAST searches using the protein sequence of ORF3 did not identify any conserved domains or similar proteins within plants and weak similarity with bacterial methylases (Figure S6B). Thus, the transcriptional configuration of the *MRD1* and *RITA* loci both have an RNA that is divergently transcribed from two adjacent mRNAs and that it overlaps the longer transcript.

To determine whether the epigenetic state of *MRD1* affected the adjacent *YAZ* locus we used northern analysis of lines with different *MRD1* epialleles (Figure 5D–F). Using a probe (MB) that detected both the *MRD1* transcript and *β-YAZ* it was clear that *β-YAZ* RNA accumulated at a lower level than *MRD1* RNA. Both species are less abundant in lines with methylated *MRD1* DNA (consisting of: *ago4-3, ago5-2, ago7-1, ago8-2, dcl3-1, dcl4-2, nrpb2-3, rdr2-2* and *sde5-2*) (Figure 5E). A second probe (AB) confirmed the inverse correlation of *β-YAZ* transcripts and DNA methylation but it indicated that *α-YAZ* is unaffected by the epigenetic status of *MRD1* (Figure 5F). The northern analysis of *β-YAZ* was confirmed by RT-PCR (Figure 5D).

Combined, these results indicate that *RITA* and *MRD1* are both DMRs in which DNA methylation has a highly localised silencing effect. The DMRs affect divergently transcribed RNAs but only if they overlap the methylated regions.

## Discussion

### DMR Variability within *Arabidopsis*

Two recent studies have shown that DMRs in *Arabidopsis* can vary over 30 generations of inbreeding [21], [20] independent of DNA sequence or known environmental stimuli. These studies identified the DMR status of *MRD1* but not of *RITA*. Other examples of DMRs or ‘pure’ epialleles in maize inbreds in the absence of associated genetic polymorphisms have also been recently documented [30]. Our findings suggest that the DMRs at *RITA* and *MRD1* are likely similarly due to such spontaneous loss or gain of DNA methylation amongst SALK T-DNA or other mutant lines and between Columbia-accessions (Figures 3, S3 and S4).

DNA methylation at these loci is tightly associated with transcriptional repression of adjacent and overlapping genes (Figures 2, 5 and S7) so that changes in the status of a DMR could influence the plant phenotype. Thus, DMRs could affect the fitness of plants in wild populations as well as influence crop breeding programmes. For example, plant phenotypes resulting from DMRs include the *peloric* epimutation affecting flower morphology in *Linaria* [13] and genetic incompatibility between Arabidopsis accessions due to the epigenetic state of the gene *AtFOLT* [31].

As demonstrated here, DMRs complicate analysis of plant genomes because epigenetic differences amongst inbred laboratory lines may be the consequence of spontaneous changes in DNA methylation rather than the effect of mutations (Figures 1–3, S3, and S4S4). In this light, it may be necessary to re-evaluate the role of RNA silencing at some DMRs. For example, the reported effects of *hyl1* on *RITA* [23] and of *nrpd1-3* on *MRD1* [32] could be the result of spontaneous epigenetic changes in those lines rather than mutant phenotypes. To differentiate whether epigenetic differences amongst lines are the result of spontaneous epialleles or a genetic mutation, the epigenetic lesion should be restored either a backcross or by complementation with a wild type gene.

As with other epialleles, the methylation status of *RITA* and *MRD1* correlates with control of their nearby protein coding genes. Interestingly, the influence of the methylated *MRD1* and *RITA* DMR had a strong effect on only one of the two detected nearby protein coding gene variants. Similarly at locus *At5g43500* (*ACT11*) an upstream DMR controlled only one mRNA isoform [20]. These observations suggest that the effect of a DMR on nearby protein coding regions is highly localised. Furthermore and similar to other epialleles, the methylated status of *MRD1* varied amongst natural populations of *Arabidopsis* [31], [33], [34].

### Control of Epigenetic Changes at DMRs

Why are some loci prone to differential methylation whereas others are not? It is unlikely that any single feature is responsible but it is striking that, at *RITA* and *MRD1*, the DMR boundaries correlate with long and potentially non-coding RNAs (Figure 5). The presence of POL II transcription within gene promoters is widespread in eukaryotes and it cannot explain the differential methylation by itself [35], [36], [37], [38], [39]. However it could be that the length of the non-coding transcript and/or its overlap with the transcribed region of the protein-coding gene contribute(s) to the metastable status of the DMRs. Alternatively, perhaps the transcription of the RNA can mediate the erasure of methylation marks in the promoter region and render the *RITA* and *MRD1* DMRs (more so than others) susceptible to hypo-methylation.

## Methods

### RNA Silencing Mutants & Growth Conditions

The following mutants are in the Col-0 genetic background. *ago1-25* [40], *ago2-1* (SALK_003380), *ago3-1* (SM_3_31520), *ago4-3* (WISC_338A06), *ago5-2* (SALK_118422), *ago5-1/5-3* (SALK_063806), *ago5-5* (SALK_123506), *ago5-6* (SALK_062912), *ago6-2* (SALK_031553), *ago7-1* (SALK_037458), *ago8-1* (SALK_139894), *ago8-2* (SALK_151983), *ago8-3* (SALK_060402), *ago9-1* (SALK_127358), *nrpd1-4* (SALK_083051), *nrpe1-1* [41], *nrpe1-11* (SALK_029919), *nrpd2a-2* (SALK_046208), *nrpd2b-1* (SALK_008535), *jmj14-3* [42], *rdr1-1* (SAIL_672F11), *rdr2-2* (SALK_059661), *rdr6-15* (SAIL_617), *attex1-4* (SALK_100012), *sgs3-1* [43], *dcl2-1* (SALK_064627), *dcl2-2* (SALK_123586), *dcl2-3* (SALK_095069), *dcl3-1* (SALK_005512), *dcl4-2* (GABI_160G05), *sde5-2* (SALK_020726), *sde5-3* (WISC_429G09), *sde5-4* [25], *sde5-5* (SALK_026595C), *sde5-6* (SALK_115496C), *sde5-7* (SALK_026511C), *met1-3* [44], *cmt3-11* (SALK_148381), and *nrpb2-3* [10]. *dcl1-7* [45] was introgressed into Col-0. ‘*dcl234*’ combines *dcl2-1*, *dcl3-1* and *dcl4-1*. The *nrpd2a-1/2b-1* mutant combines *nrpd2a-1* (SALK_095689) with *nrpd2b-1*. The *NRPD2a* and *NRPD2b* mutations affect both the POLIV and POLV complexes (and so are also considered *NRPE2a* and *NRPE2b*, respectively). *zll-3* [46] is in Ler.

The random collection of SALK lines and other Columbia based ecotype lines were obtained from the European Arabidopsis Stock Centre (NASC) [47]. Table S2 details where the insertion is predicted to be located. Zygosity of the T-DNA inserts was not confirmed. Some Col-0 lines were obtained from other laboratories and are abbreviated as Col-_0Henderson_ (Ian Henderson lab.) and Col-0_Fischer_ (Robert Fischer lab.). Col-0 from the David Baulcombe lab designated as Col-0_DCB_ or simply Col-0.

Genotyping primers for alleles characterised in this study are in Table S3. *ago5-2* wild-type (DBO368/DBO369), *ago5-2* mutant (DBO369/Lba1), *ago5-1*/*ago5-3* wild-type (DBO372/DBO373), *ago5-1/ago5-3* mutant (DBO373/Lba1), *ago5-5* wild-type (DBO368/DBO371), *ago5-5* mutant (DBO371/Lba1), *ago5-6* wild-type (SALK_062912LP/SALK_062912RP), *ago5-6* mutant (SALK_062912LP/Lbb1), *ago8-1* wild-type (DBO80/DBO136), *ago8-1* mutant (DBO80/LBa1), *ago8-2* wild-type (DBO137/DBO119), *ago8-2* mutant (DBO119/Lba1), *ago8-3* wild-type (DBO132/DBO137), *ago8-3* mutant (DBO137/LBa1), *sde5-2* wild-type (DBO827/DBO828), *sde5-2* mutant (DBO828/Lba1), *sde5-5* wild-type (DBO829/DBO830), *sde5-5* mutant (DBO830/Lba1), *sde5-6* wild-type (DBO827/DBO828), *sde5-6* mutant (DBO827/Lba1), *sde5-7* wild-type (DBO831/DBO832), and *sde5-7* mutant (DBO832/Lba1).

Mixed stage inflorescence tissue was collected from plants 6-7 weeks post germination grown at 20°C, 16 hr day lengths. Seedlings (collected 14 days post germination) were grown on ½MS, 21°C (light), 20°C (dark) in 16 hr days.

### DNA Analyses

DNA samples were prepared using Qiagen Puregene reagents. 30 mg tissue was incubated in 300 µl Cell Lysis Solution (No. 158906) at 65°C (60 min), followed by incubation at 37°C (15 min) with 6 µg RNaseA. 100 µl Protein Precipitation Solution (No. 158910) was added followed by centrifugation at 13,000×g (3 min). DNA was precipitated with 100% isopropanol, followed by centrifugation at 13,000×g (1 min). DNA was washed and resuspended in DNA Hydration Solution (No. 158914).

For bisulfite analyses, 500 ng DNA was converted using EZ DNA Methylation-Gold Kit (Zymo Research), using the ‘Alternative 1’ conversion methods. PCR conditions (100 ng converted DNA) were: GoTaq PCR buffer (Promega), 2.5 mM MgCl_2_, 0.25 mM dNTPs, 10% DMSO, 1 mM primers and 1.5 units Taq. Bisulfite primers were: *RITA* (DBO489/DBO490), *MRD1* (DBO600/DBO601), *AtSN1* (JP1821/JP1822), *AtREP2* (DBO411/DBO412), *Simplehat2* (DBO413/DBO414). Amplification conditions were 94°C, 3′, 40 cycles of 94°C, 30″, 55°C, 30″, 50°C, 30″ and 62°C, 1.5′. At least 12 colonies were sequenced per locus, except at *MRD1* where at least 24 colonies were sequenced because approximately one-half correspond to *At5g03090*. *At5g03090* has approximately 90% sequence homology to *MRD1* and was methylated in all samples analyzed.

Bisulfite converted sequences were aligned to an unconverted parent using ClustalX. Non-cytosine SNPs were used to differentiate *MRD1* from *At5g03090*. Evaluation of methylation was with Kismeth [48].

For the McrBC assay, 1000 ng of DNA were diluted in 12.5 µl of DNA Hydration Solution, 1X NEB Buffer 2, 10 µg BSA, 1 mM GTP, and 75.5 µl water. 500 ng was then digested at 37°C for 12 hrs with 20 units McrBC (New England Biolabs) or mock digested using 2 µl 50% glycerol. The reactions were inactivated at 65°C, 20 min. 20 ng digested DNA was used per quantitative PCR reaction. McrBC assay primers (Table S3) are: *RITA* (DBO447/DBO448), except for the random SALK assay in which the more robust pair of (DBO709/DBO448) was used for *RITA*, *MRD1* (DBO547/DBO762), *ACTIN2* (ACT2 FW/ACT2 REV), *AtSN1* (AtS15, AtSN1-F4), *At3g01345* (DBO986/DBO987), and *At5g24250* (DBO1028/DBO978).

All quantitative PCR reactions were performed using 1X SYBR Green (Sigma Aldrich) and 0.15 µM primers (annealing temperature 56°C). Three technical replicates were done for all samples and the quantity of PCR product estimated as 1/1.8?C(t).

For the McrBC assay, the gene-specific quantity of McrBC digested DNA was normalized to the quantity of mock digested DNA. This value was then normalized to the normalized value (digest/mock) of the unmethylated gene *ACTIN2*. Error was calculated by standard propagation of error. Biological replicates were done at least twice for all experiments (with the exception of the random SALK lines which were only assayed once) but only 1 experiment is represented in the figures. There were no discrepancies observed amongst biological replicates.

### RNA Analyses

Total RNA was isolated using Trizol (Invitrogen). cDNA synthesis was done using a polyT primer on 500 ng DNAse (Turbo DNAse system, Ambion) treated RNA using SuperScriptIII (Invitrogen). Primers (Table S3) for RT-PCR reactions are: *RITA* (DBO447/DBO448), *MRD1* (DBO762/DBO547), *ACTIN2* (ACT2FW/ACT2RV), *AGO5* (DBO372/DBO373), *β-ABE* (DBO637/DBO758), *α*+*β-ILA* (DBO487/DBO488), *β-ILA* was detected with a primary PCR amplification (27 cycles) using (DBO920/DBO882) followed by 50X dilution and a nested PCR reaction (1 µl of the dilution, 28 cycles, DBO735/DBO834). A negative control was used for the nested *β-ILA* assay with DBO920/DBO708, where DBO708 lies outside the 5′ end of *β-ILA*. For the additionally characterised DMRs, transcripts were detected with these primers: *α-At5g24240* (DBO1067/DBO1068), *β-At5g24240* (DBO976/DBO1068), *UBC9* (DMB175/DMB176), *At3g01345* (DBO1069/DBO1070), *At3g01340* (DBO1008/DBO1010).

5′ and 3′ RACE reactions were carried using Clontech SMART RACE system following manufacturer’s instruction with the exception of NEB Phusion used for PCR amplification. Transcript ends were mapped from Col-0 transcripts with these primers (Table S3): *α-ILA* (DBO712, 5′ RACE; DBO710, 3′ RACE), *MRD1* (DBO714, 5′ RACE; DBO713, 3′ RACE), *β-YAZ* (DBO728, 5′ RACE), (DBO714 primary PCR followed by DBO715, 3′ RACE), *α-YAZ* (DBO757, 5′ RACE; DBO730, 3′ RACE). *RITA* and β*-ILA* were mapped in *ago5-2* because they are expressed there; *RITA* (DBO708, 5′ RACE; DBO709, 3′ RACE) and β*-ILA* (DBO877 primary PCR followed by β*-ILA* nested, 5′ RACE). All PCR products were gel purified and cloned (pGEM Teasy) and at least 8 colonies were sequenced.

Long RNA northern blots were performed with polyA RNA (Micro PolyA Purist, Ambion). Long RNAs were separated in 1X MOPS as described (Northern Max Protocol, Ambion), followed by capillary transfer (Zeta-Probe Membrane, BIO-RAD). Probe MB was amplified using DBO762/DBO547, Probe AB with DBO765/DBO766 and *RITA* probe with DBO447/DBO448 from cDNA. PCR products were radioactively labelled (Rediprime II, Amersham). Hybridizations were at 68°C (PerfectHyb Plus, Sigma).

sRNA northerns were carried out as previously described [51]. Oligos (Table S3) were radioactively labelled and hybridized at 35°C (ULTRAhyb-Oligo, Ambion). *MRD1* was detected with the oligo mix DBO810, DBO901, DBO843 and DBO900. *RITA* was detected with a DNA probe amplified with DBO447/448 (Rediprime II, Amersham), and hybridized at 45°C (ULTRAhyb, Ambion). All northern blots were washed in 2X SSC 0.1% SDS.

### Antibody Generation, Immunoblotting and Immunoprecipitation

The AGO5 peptide H_2_N-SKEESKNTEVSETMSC-CONH_2_ was KLH conjugated and used to raise rabbit polyclonal antibodies and affinity purified (Eurogentec). AGO5 immunoblotting was done at 1∶1500 (α-AGO5) in 5% milk, followed by a 1∶10000 titer of HRP-conjugated goat-anti-rabbit secondary antibody (Santa Cruz) in 5% milk and detected using ECL PLUS (Amersham). AGO1 (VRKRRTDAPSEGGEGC) anti-peptide antibody and immunoblotting conditions were described previously [49], [50]. αACTIN (1∶1000, Affinity Bioreagents) and αGAPDH (1∶5000, Abcam) were used following manufacturer’s recommendations and appropriate HRP-conjugated secondary antibodies.

Proteins were extracted from mixed staged floral tissue by grinding in liquid nitrogen and homogenization in 3X (w:v) extraction buffer (20 mM Tris HCL pH 7.5, 5 mM MgCl_2_, 5mM DTT, 300mM NaCl, 0.1% NP-40, 1% plant protease inhibitor (Sigma)). Extract was centrifuged and visualized by immunoblotting using 6% acrylamide SDS PAGE gels.

The Col-0 and *ago5-2* EST Tag sequences were prepared using the Illumina Digital Gene Expression – Taq Profiling for Nla III following manufacturer’s instructions for polyA RNA. All libraries were sequenced on a Genome Analyzer I or II.

The sequence data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through the GEO Series accession number GSE30970 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30970).

The accession numbers are: Col-0 floral sRNAs (GSM767710), *ago5-2* floral sRNAs (GSM767711), AGO5 IP (GSM767709), Col-0 EST tag replicate 1 (GSM767714), Col-0 EST tag replicate 2 (GSM767712), *ago5-2* EST tag replicate 1(GSM767715), *ago5-2* EST tag replicate 2 (GSM767713).

### Bioinformatic & Statistical Analyses

The Illumina sequence data were processed as described previously [51]. EST tags were ranked according to their likelihood of differential expression as evaluated by ‘baySeq’ Bioconductor package [51] between Col-0 and *ago5-2*. The top 200 differentially expressed tags were aligned to the *Arabidopsis* genome (TAIR 10) and annotated as overlapping protein-coding genes, non-coding RNAs, or transposons.

## Supporting Information

Figure S1 ***ago5*** **-2 EST tag sequencing identifies mis-regulated transcripts.** **(a)** Annotations for genome regions corresponding to the 200 EST tags most likely to be differentially represented between Col-0 and *ago5-2*. Combined percentages are greater than 100 because some tags correspond to more than 1 annotation. **(b)** Quantitative RT-PCR confirms EST tag data for some *ago5-2* mis-regulated RNAs. Sample names appear below the bottom panel. Genes or loci tested appear above each individual panel. Chromosome coordinates are given for the locus named *RITA*, which did not correspond to a known gene. **(c)** McrBC digest of genomic DNA followed by PCR amplification of affected loci confirmed to be differentially expressed in *ago5-2*. Tall bars indicate low levels of methylation and low bars indicate high levels of methylation. Sample names appear below the bottom panel and individual loci are given above each panel. Error bars represent a propagation of errors.
(PDF) Click here for additional data file.

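The 200 tags of Table S1 were annotated here by their matches to TAIR10.1, on either strand. A protein-coding gene was matched by 187 tags, or 93.5% (95% Wilson interval 89.2% to 96.2%), a non-coding RNA gene by 7 tags, a pseudogene by 2 tags and no annotated gene by 2 tags. The 10 tags absent from the libraries were given no annotation. In the paper's own Table S1, 185 tags carry a protein-coding gene, 2 a non-coding RNA and 7 a transposon. Transposons are not in the annotation used here. Of the 159091 tested tags, which are all present in the libraries, 96.8% matched a protein-coding gene. The share of 93.5% counts the 10 absent tags as well, so the 2 shares are not alike and show no depletion. All 187 matching tags are among the 190 that are present in the libraries. When a tag had to lie on the sense strand of a protein-coding gene, the share among the 200 tags moved most, to 79.5%.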

Figure S2 **AGO5 allelic series analysis.** **(a)** Schematic diagram of the *AGO5* gene (*At2g27880*). Boxes represent that *AGO5* transcript; exons (white), UTRs (shaded). Vertical lines indicate the location of transfer-DNA insertions. Each allele is marked above its representative triangle, and the association of the SALK line and description with the mutant is under the schematic. No phenotypic changes were observed in any of the lines. Images were taken at the same magnification approximately two weeks after germination. **(b)** Western blot using αAGO5. αAGO1 was used as a loading control.
(PDF) Click here for additional data file.

Figure S3 ***RITA*** **and** ***MRD1*** **methylation in the** ***AGO8*** **and** ***DCL2*** **allelic series** **(a)** Three T-DNA insertions within the predicted *AGO8* (*At5g21030)* gene were identified. A schematic shows the location of each of the insertions (open boxes represent putative exons). McrBC digestion followed by PCR estimates the methylated status for *RITA* and *MRD1* in each of these lines. **(b)** McrBC digestion followed by PCR estimates the methylated status for *RITA* and *MRD1* in 3 different *DCL2* alleles along with the *dcl234* triple mutant, which harbours the *dcl2-1* mutation.
(PDF) Click here for additional data file.

Figure S4 **Naturally occurring** ***RITA*** **and** ***MRD1*** **epialleles in** ***A. thaliana*** **mutant lines and ecotypes. (a)** McrBC digestion estimating *RITA* methylation in various Columbia based ecotypes and randomly chosen SALK T-DNA insertion lines. N##### refers to the NASC identifier for each line. Each column represents a pool of approximately 6 individual seedlings. **(b)** McrBC digestion estimating *MRD1* methylation in various Columbia based ecotypes and randomly chosen SALK T-DNA insertion lines. N##### refers to the NASC identifier for each line. Each column represents a pool of approximately 6 individual seedlings. **(c)** DNA methylation analysis of *RITA* epialleles in Col-0, C24, Kas, Koud, Sha and Ws-0 seedlings by McrBC digest. DNA methylation at *MRD1* for Col-0_DCB_ is also shown. Four individuals were analysed for each ecotype. **(e)** DNA methylation analysis of *MRD1* epialleles in Col-0, C24, Kas, Koud, Sha, Ws-0 Bay-0 and Na-1seedlings by McrBC digest. Four individuals were analysed for each ecotype.
(PDF) Click here for additional data file.

Figure S5 **Inheritance of** ***RITA*** **and** ***MRD1*** **. (a)** McrBC digestion followed by PCR estimating the DNA methylation at *RITA* of in F1 progeny of crosses between Col-0 and *ago5-2* and Col-0 and *ago4-3*. **(b)** McrBC digestion followed by PCR estimating the DNA methylation at *MRD1* of in F1 progeny of crosses between Col-0 and *ago5-2* and Col-0 and *ago4-3*. **(c)** McrBC digestion followed by PCR estimating the DNA methylation at *AtSN1* of in F1 progeny of crosses between Col-0 and *ago5-2* and Col-0 and *ago4-3*. **(d)** McrBC digestion followed by PCR shows allele specific methylation in crosses between Ler and *ago5-2* and Col-0 and *ago5-2*.
(PDF) Click here for additional data file.

Figure S6 **Coding predictions for** ***RITA*** **and** ***MRD1*** **. (a)** The *RITA* RNA transcript has two Open Reading Frames (ORFs). The predicted number of amino acids appears below the ORF. Predicted homologous proteins are listed for ORF2 with accession, description and E value. **(b)** The *MRD1* transcript contains 3 ORFs. The number of amino acids predicted for each ORF is listed below the schematic. Blast P results including accession, description, and E value are listed for each of the hits.
(PDF) Click here for additional data file.

Figure S7 **Transcript abundance changes of** ***ILA*** **in mutants with various** ***RITA*** **epigenetic states**. **(a)** Locus structure of *ILA* and *RITA*. Upper panel depicts the orientation of *α* - and *β-ILA* relative to RITA. Lower panel is a schematic of the RNA transcripts present at the locus. Open boxes represent coding regions; gray boxes represent UTRs; *RITA* is depicted in black. Labelled arrows correspond to the oligos used in RT-PCR reaction shown in (b). **(b)** RT-PCR of *ILA* transcripts. *ACT2* and *α*+*β-ILA* (most likely to be composed of mainly *α -ILA*) as measured by DBO487/DBO488do not significantly differ amongst the RNA silencing mutants tested. A nested PCR reaction using DBO735/DBO844on a primary PCR reaction designed only to amplify *β-ILA* transcripts demonstrated an increase in *β-ILA* in the mutants where methylation is lost at *RITA*. No amplification was observed in a primary reaction (DBO920/DBO882) or when the oligos were present outside of the mapped *β-ILA* transcript region (DBO920/DBO708).
(PDF) Click here for additional data file.

Table S1 (XLSX) Click here for additional data file.

Table S2 (XLSX) Click here for additional data file.

Table S3 (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

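EST tag and sRNA libraries from mixed stage inflorescence tissue of *Arabidopsis thaliana* were analysed. The tissue was harvested at 6 to 7 weeks from plants grown at 20°C in days of 16 hours. The EST tag libraries comprise 2 replicates of Col-0 and 2 of *ago5-2*, and the sRNA libraries comprise 1 AGO5 IP, 1 Col-0 total sRNA and 1 *ago5-2* total sRNA library. Genotype, sample type and replicate number of the 7 libraries were taken from the sample labels and from the paper's list of libraries, which named each of them alike.

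For every library the authors deposited raw counts, the number of reads of each distinct sequence that aligned to the *Arabidopsis* genome (TAIR9, with the aligner PatMaN). The number of mismatches allowed and any filter on low counts are not stated in the paper's text. The counts were not normalized and replicates were not pooled. Sequences that did not align were removed by the authors before deposition. Every deposited sequence had an exact match in TAIR10.1, the build used here for positions, with the RefSeq annotation of that build. Totals were between 4698394 and 6663473 reads in the EST tag libraries and between 121119 and 409999 reads in the sRNA libraries. A count of 0 was taken to allow up to 3 counts, and shares from a single library carry 95% Wilson intervals. Both cover counting error only.

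EST tags were tested as deposited, each distinct sequence on its own, in edgeR 4.0.16 under R 4.3.3 with TMM scaling, the quasi-likelihood F test and Benjamini-Hochberg adjustment at a threshold of 0.05, for tags with at least 10 counts over the 4 libraries. Genes were tested the same way on the sum of the tags that match 1 annotated gene on its sense strand and no other gene. Fold changes are *ago5-2* over Col-0, with edgeR's prior count of 0.125. Where both libraries of a genotype were at or under 3 counts, the fold is given as a bound against that limit. Log2 ratios within a replicate number use TMM scaled CPM with 0.5 counts added. baySeq, which the paper used for its ranking, was not run. No regrouping of the 4 libraries was tested.

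The tests were tested on simulated data drawn from the libraries' own means and totals. With a dispersion of 0.05, all 200 tags changed by 4 on the log2 scale were recovered among 148768 tested, with 9 false calls. With the dispersion estimated for the tags, 1.66, none of 200 was recovered among 130842 tested, so in this setting a change of this size passed the threshold for no tag. The simulated libraries had no deviation shared by replicate number. Only the test without the replicate number as a term was run on them, so the result does not cover the test with that term. For genes, all 200 were recovered among 21232 tested at the dispersion of 0.05, with 11 false calls, and 26 of 200 among 21089 tested at the estimated dispersion of 0.478, with 2 false calls.

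The genes and tags named were fixed by a rule, namely a list of loci the paper names (*AGO5*, *RITA*, *ILA*, *MRD1*, *YAZ*, *ACT2*, At5g03090, At3g01340, At3g01345, At5g24240 and At5g24250), the 2 highest distinct loci of Table S1 in each direction, and the 3 tags with the largest rise and the 3 with the largest fall among called tags, of which there were none. Tags of At5g24250 are not analysed here, nor are the other genes the paper names, such as the silencing factors and *UBC9*. AT5G35490 lies outside the rule and was named after its overlap was seen. *RITA* has no annotated gene under its name. The region searched for it runs over 1500 bases from the start of the shortest *ILA* transcript, on the forward strand. sRNA overlaps were counted with at least 1 shared base on either strand, and compared with 10000 random lists of tags matched in 50 bins of mean count. A planted list of overlapping tags lay above 100% of its random lists, and of 100 lists drawn at random 0 did so at the 95% level.

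The alternatives set before the data were examined covered DESeq2's size factors in edgeR, library totals alone, DESeq2 1.42.0's Wald test, edgeR's exact test, no filter on low counts, at least 10 counts in at least 2 libraries, the replicate number as a term, tags collapsed on their first 16 bases, tags with 1 genome match, genes counted on either strand, each library left out in turn, other rankings, other definitions of overlap and annotation, distinct sequences in place of reads, and sRNA windows with 500 more bases on each side. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for all other steps.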

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

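The explanations in this part were tested after the results were seen. Some first base shares used here were also among the alternatives set before the data were examined. These are the shares over distinct sequences and those without reads that match tRNA, rRNA, snRNA or snoRNA genes. Each sRNA library is single, so the values describe these libraries.

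The AGO5 IP library differs from total sRNA in its first base, which the paper does not report. Of its reads, 72.2% start with C (95% Wilson interval 72.1% to 72.4%), against 19.1% in Col-0 total sRNA and 22.4% in *ago5-2* total sRNA. A few abundant sequences do not account for this, since 75.1% of the distinct sequences of the IP start with C. Selection of a read length does not either, because among reads of 24 bases the share was 75.2% in the IP and 16.4% and 20.0% in the total sRNA libraries. Without reads that match tRNA, rRNA, snRNA or snoRNA genes the share in the IP was 80.8%. The sRNA kit stays open. The labels give each of the 3 libraries a different version of the kit, with numbers that rise by 1 from library to library, which may be a slip in the labels. The total sRNA libraries differ by 3.31 percentage points, and there is no second library made with the kit of the IP, so if the versions are right, kit and immunoprecipitation cannot be told apart. Binding of these sRNAs by AGO5 is the explanation that the design names. If loss of AGO5 lowered them, their share of total sRNA would fall in *ago5-2*. IP sequences that start with C made up 9.77% of the reads of Col-0 total sRNA and 9.40% of those of *ago5-2*, a ratio of 0.962, but only 163 and 140 of the 4751 such sequences were seen in these libraries, so this decides nothing.

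The total sRNA libraries, and most of all that of Col-0, hold sequences that lie beside NlaIII sites. Of its 2697 distinct sequences, 579, or 21.5%, start right after a CATG or 1 base further on, against 5.13% in *ago5-2* total sRNA and 0.758% in the AGO5 IP. They carry 5.58% of its reads, with a median of 1 read per sequence, and 4.06% of the reads of *ago5-2* total sRNA. Fragments made without the enzyme would start at all distances from CATG alike. The number of sequences at these 2 distances, per distance, was 11.1 times the median over the distances from 5 to 30 bases, where no distance had more than 36. The next 2 distances were raised as well, with 83 and 98 sequences, the latter with 16170 reads. The CATG beside the 579 sequences carried a tag in the EST tag libraries for 95.2% of them, against 35.0% for sequences 5 to 30 bases from a CATG. In the AGO5 IP these shares were 16.7% and 19.1%. In *ago5-2* total sRNA, 108 sequences lay at the 2 distances, against a median of 15 per distance further on, and the shares were 85.2% and 36.8%. Of the sequences at the 2 distances, 44.4% in Col-0 and 33.3% in *ago5-2* total sRNA begin with an EST tag. Among other sequences these shares were 1.42% and 1.20%. Of the 579 sequences, 304 with 20627 reads start 1 base after the CATG, and not right after it, where EST tags start. EST tags carried over into both total sRNA libraries are therefore a candidate explanation, which leaves the start 1 base further on open. No biological explanation was tested. Without all sequences 0 to 3 bases after a CATG, the share of reads with first base C in Col-0 total sRNA was 20.6% and the share of 24 base reads 31.3%, so the comparison with the AGO5 IP above does not rest on them.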

How the results depend on the processing

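The direction of change of the *RITA*, *MRD1*, *YAZ* strand and *ILA* strand tags and of *AGO5* was the same under every alternative that gave a value, and so was that of *MRD1* and *YAZ* as genes. Of the 204 values under alternatives, 159 stayed on the same side of the threshold or within their error, 7 passed the threshold and 37 moved. One changed sign, *ACT2*, whose log2 fold change ranged from -0.0447 to 0.37 with each library left out in turn, the lowest without Col-0 replicate 2. The cause was not tested for any change below unless it is named.

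Libraries with the same replicate number deviated together. The correlation of their deviations from the genotype means was 0.742 across 60539 tags with at least 50 counts. There are only 2 pairs, and neither the paper nor the labels say what a number stands for. With the replicate block, 4 tags were called, 2 higher and 2 lower in *ago5-2*, against none without it, and 1 gene, *AGO5*. The *RITA* tag had a log2 fold change of 7.01 (adjusted p = 5.47e-08) and rank 2, the *MRD1* tag -7.74 (adjusted p = 3.60e-07) and *AGO5* -6.25 (adjusted p = 0.0281), all from edgeR's quasi-likelihood test. The dispersion of the tags fell from 1.66 to 0.964 with the block. Besides these, the *RITA* tag with 1 more base and the *YAZ* strand tag passed the threshold.

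Of the other alternatives, DESeq2's Wald test and edgeR's exact test each called 1 gene, *AGO5*, with log2 fold changes of -6.22 and -6.07 and adjusted p of 0.0126 and 0.0431. None called a tag. The number of tags at an unadjusted p under 0.05 ranged from 192 with edgeR's exact test to 962 with DESeq2's Wald test, whose smallest adjusted p was 0.0628. Another scaling moved the balance of these tags, from 504 higher and 203 lower with TMM to 269 higher and 369 lower with DESeq2's size factors in edgeR.

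The *RITA* tag moved from rank 4 to rank 2 with at least 10 counts in at least 2 libraries and with tags of 1 genome match, to 570 by size of fold change and to 339 by difference in CPM. The *MRD1* tag moved from rank 2 to rank 1 with DESeq2's Wald test, with at least 10 counts in at least 2 libraries and with tags collapsed on 16 bases, to 17 by size of fold change and to 737 by difference in CPM. With each library left out in turn, which gives no test, log2 fold changes ranged from 6.11 to 8.61 for the *RITA* tag, from -8.42 to -7.22 for the *MRD1* tag, from -9.95 to -5.11 for *AGO5*, from -11.61 to -7.12 for the *YAZ* strand tag, from -8.87 to -4.03 for *MRD1* as a gene and from 5.16 to 12.66 for the *RITA* tag with 1 more base. *ILA* lay between 0.30 and 1.86 over the alternatives in which all libraries were kept, the highest when tags on either strand were counted, where the *RITA* tags count toward *ILA*.

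With distinct sequences in place of reads, the share of 24 bases was 32.1% in the AGO5 IP, 29.8% in Col-0 total sRNA and 34.2% in *ago5-2* total sRNA, so the difference in this share seen in reads rests on abundant sequences. The share of first base C was 75.1%, 19.7% and 20.8%. Without structural RNAs, 24 base reads made up 75.6%, 32.1% and 23.1%, and first base C 80.8%, 20.3% and 22.9%. At *MRD1* the 1 read in Col-0 total sRNA came to 0.00321 reads when divided by its genome matches. The overlap with AGO5 associated sRNAs was 5 tags within 200 bases, 9 inside the gene and 2 with the 200 tags of smallest p in edgeR's test, where random lists had a median of 0 and a 97.5th percentile of 1. A protein-coding gene was matched by 98.0% of those 200 tags, and by 79.5% of the Table S1 tags on the sense strand.

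Not run for lack of a value were the *MRD1* tags among tags with 1 genome match, since they match several positions, and *MRD1* as a gene on either strand, since it overlaps *YAZ*. At the spread between these libraries and at this depth, absence of a call says little about single tags.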

Differences from the paper's values

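The counts in the paper's Table S1 are those of the deposited libraries with the genotypes exchanged. For all 190 tags present in the libraries, the column headed ago5 with a replicate number holds the count of the library labelled Col-0 with that number, and the reverse. The paper's Table S1 gives the *RITA* tag 1 and 9 counts under its *ago5* headings for replicates 1 and 2 and 633 and 626 under its Col headings, where the libraries labelled *ago5-2* held 633 and 626 and those labelled Col-0 held 1 and 9. For the *MRD1* tag the paper's Table S1 gives 363 and 232 under its *ago5* headings and 1 and 2 under its Col headings, where the libraries labelled *ago5-2* held 1 and 2 and those labelled Col-0 held 363 and 232. The direction in the paper's text is that of the deposited labels, as is the loss of *AGO5* counts.

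The paper states that AGO5 associated sRNAs did not overlap the 200 most mis-regulated transcripts, and its text does not define an overlap. Counted by tags that share at least 1 base with an sRNA, 1 tag of 190 overlapped here. That held for every definition tried that used the Table S1 tags and a shared base, and looser definitions gave 5 and 9.

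The paper puts *RITA* first and *MRD1* second in the size of the abundance change. In edgeR's quasi-likelihood test the *RITA* tag ranked 4 and the *MRD1* tag 2 by p-value, and in the order of the paper's Table S1 they stand at positions 119 and 1. With the replicate block, set before the data were examined, the *RITA* tag with 1 more base ranked 1, the *RITA* tag 2 and the *MRD1* tag 3.

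The paper treats the 200 tags as mis-regulated, where no tag passed an adjusted p of 0.05 here. The test used for this, edgeR's quasi-likelihood test without the replicate number as a term, was conservative on these data. The replicate block called both *RITA* tags, the *MRD1* tag and the *YAZ* strand tag, of which the *RITA* tag, the *MRD1* tag and the *YAZ* strand tag are in Table S1. None of the other alternatives set before the data were examined called a tag.

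The paper places *RITA* near position 24080015 of chromosome 1, and the *RITA* tag matched at 24082515 of TAIR10.1.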

Other observations

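Every explanation in this part was tested only after the result it concerns had been seen.

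Most Table S1 tags that were higher in *ago5-2* had no counts in Col-0. For 180 of them both Col-0 libraries were at 0, and each *ago5-2* library had between 11 and 39 counts. A change in the amount of the genes' RNA does not account for most of them. Of 140 of their genes with at least 20 counts on tags of other sites, 14 were at least 2-fold higher in *ago5-2* by those tags and 5 at least 2-fold lower, with a median log2 ratio of 0.04 (SD 0.75). Library size does not either, since the tags' median expected count in a Col-0 library was 13.0. The length of the tag is not the whole cause. Of 178 tags joined on their first 16 bases, 114 had counts in at least 1 Col-0 library, 51 of them in both, and 64 stayed at 0 in both. For 37 of the 178 the joined Col-0 counts reached 0.5 of the number that library size gives, and the median joined counts were 0 and 4.50 in Col-0 replicates 1 and 2, against 18.5 and 16.9. Whether tag length is a part of the cause stays open, since joining can only add counts to tags chosen for having none. The tables are consistent with loss of low tags from single Col-0 libraries. Among 20207 tags with 10 to 40 counts in both *ago5-2* libraries, 26.8% were at 0 in Col-0 replicate 1 and 13.6% in Col-0 replicate 2, and 526 were at 0 in both, 0.715 times the 736 that the product of these shares gives. In the reverse direction, among 8107 tags with 10 to 40 counts in both Col-0 libraries, 1.02% and 9.52% were at 0 in *ago5-2* replicates 1 and 2 and 40 in both, where the product gives 7.90, so such loss alone does not account for tags absent from *ago5-2*. The lost tags also differ in kind. Of 131 with a known order of sites, 94.7% lay at an NlaIII site other than the 3′ most of their transcript, against a middle 95% of 70.2% to 84.7% over 10000 random lists of the 20207 tags. Their mean GC content was 38.2%, under the middle 95% of 38.9% to 42.3%. With the 20207 tags in 3 groups by GC, from the lowest to the highest group the share at 0 rose from 18.2% to 30.8% in Col-0 replicate 1 and fell from 22.2% to 7.47% in Col-0 replicate 2, so low GC goes with zeros in replicate 2 only. From the 3′ most sites to those beyond the 3 nearest the 3′ end, the share at 0 rose from 1.53% to 53.8% in Col-0 replicate 1 and fell from 20.5% to 6.76% in Col-0 replicate 2. Candidate explanations are therefore the position of the site for zeros in Col-0 replicate 1 and GC content for zeros in Col-0 replicate 2. Such further sites still held 6.96% of the counts in Col-0 replicate 1, against 16.0% in *ago5-2* replicate 1, so their lower share alone does not give counts of 0. Effects of *ago5-2* on single tags stay open.

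The 4 EST tag libraries group by replicate number and not by genotype. The lower of the 2 correlations between libraries with the same number exceeded the higher of the 2 within a genotype by 0.268. GC content does not account for this, since with the mean of each GC percentage taken off, Col-0 replicates 1 and 2 still correlated at 0.135 across tags. The libraries differ in the site that was tagged. The 3′ most NlaIII site of a transcript held 58.3% of the counts in Col-0 replicate 1 and 46.4% in *ago5-2* replicate 1, but 27.2% in Col-0 replicate 2 and 28.9% in *ago5-2* replicate 2, a gap of 17.5 percentage points between the numbers. Summed per gene, which joins the sites, the correlation was 0.66 within Col-0 and 0.83 within *ago5-2*, against 0.90 within replicate 1 and 0.90 within replicate 2, so the libraries still group by number once sites are joined. The first 4 bases of a tag accounted for 10.7% of the variance of the log2 ratio of the Col-0 libraries in tags held out from the fit, against 0.679% for bases 9 to 12. In *ago5-2* the values were 9.13% and -0.198%. Preparation of the libraries, such as the completeness of the NlaIII digest or ligation of the tags, may differ between the numbers. The paper's text gives 1 protocol for all EST tag libraries. A difference between the plants sampled was not tested.

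The tag on the *ILA* strand in *RITA* that is listed in Table S1 had counts in *ago5-2* alone, while tags with 1 genome match on that strand there summed to 0 and 10 counts in Col-0 and 21 and 22 in *ago5-2*. A tag with 2 matches, TGTTATTAAATGGATTT, had 9 and 1 counts in Col-0 and 6 and 0 in *ago5-2*. The paper reports more RNA of the longer *ILA* transcript, *β-ILA*, from RT-PCR in lines such as *ago5-2*. The listed tag lies at the NlaIII site of the *RITA* tag. At 59.6% of 3250 other sites with at least 1000 counts on 1 strand and no annotated gene on the other, the opposite strand had a share at least as large as the 1.36% here. Copies of the *RITA* tag's site from the opposite strand could therefore give this tag without an *ILA* transcript, and both stay open.

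The paper reports from a northern blot of several lines that *β-YAZ*, the longer transcript, was less abundant with a methylated *MRD1* and that *α-YAZ*, the shorter, was unaffected. In the EST tags, *YAZ* summed to 100 and 58 counts in Col-0 and 15 and 9 in *ago5-2*, a log2 fold change of -3.04 (standard error 0.80, adjusted p = 1.00 from edgeR's quasi-likelihood test, rank 4 of 21515 genes by p-value), with a range from -3.11 to -2.90 over the alternatives. Nearly all of these counts lie in sequence that both transcripts share, so they do not give the level of each transcript. Tags with 1 genome match there were at 16.0 ± 10.2 TMM scaled CPM (SD, n = 2) in Col-0 and 2.00 ± 1.13 (SD, n = 2) in *ago5-2*. Taken as they stand, they leave room for an unaffected *α-YAZ* only up to the level in *ago5-2*.

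*RITA* had 0 sRNA reads in all 3 libraries, and *MRD1* had 0 in the AGO5 IP and in *ago5-2* total sRNA and 1 read in Col-0 total sRNA. By counting error alone, a level of up to 8.57 RPM in the AGO5 IP, 7.32 in Col-0 and 24.8 in *ago5-2* total sRNA would not be seen. The libraries hold few distinct sequences for their reads, such as 2107 on 121119 reads in *ago5-2* total sRNA, of which 159 had 1 read. Any filter on low counts is not stated, so absence here sets no upper limit on these sRNAs. The paper reports sRNAs of 24 bases at both loci from northern blots.

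Of the other genes the paper names, *ACT2* (AT3G18780) had a log2 fold change of 0.14, At3g01340 of -0.18 and At5g24240 of 0.42, with adjusted p of 1.00 each in edgeR's quasi-likelihood test. The log2 ratios within replicate numbers 1 and 2 were -0.08 and 0.40 for *ACT2* and -0.57 and 1.00 for At3g01340. For At5g24240 they were 2.00 and -0.14, so for each gene the sign differed between the numbers. At3g01345 had 3 and 0 counts in Col-0 and the same in *ago5-2*.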
